# Mechanical stretch induces hair regeneration through the alternative activation of macrophages

**DOI:** 10.1038/s41467-019-09402-8

**Published:** 2019-04-03

**Authors:** Szu-Ying Chu, Chih-Hung Chou, Hsien-Da Huang, Meng-Hua Yen, Hsiao-Chin Hong, Po-Han Chao, Yu-Hsuan Wang, Po-Yu Chen, Shi-Xin Nian, Yu-Ru Chen, Li-Ying Liou, Yu-Chen Liu, Hui-Mei Chen, Feng-Mao Lin, Yun-Ting Chang, Chih-Chiang Chen, Oscar K. Lee

## Abstract

Tissues and cells in organism are continuously exposed to complex mechanical cues from the environment. Mechanical stimulations affect cell proliferation, differentiation, and migration, as well as determining tissue homeostasis and repair. By using a specially designed skin-stretching device, we discover that hair stem cells proliferate in response to stretch and hair regeneration occurs only when applying proper strain for an appropriate duration. A counterbalance between WNT and BMP-2 and the subsequent two-step mechanism are identified through molecular and genetic analyses. Macrophages are first recruited by chemokines produced by stretch and polarized to M2 phenotype. Growth factors such as HGF and IGF-1, released by M2 macrophages, then activate stem cells and facilitate hair regeneration. A hierarchical control system is revealed, from mechanical and chemical signals to cell behaviors and tissue responses, elucidating avenues of regenerative medicine and disease control by demonstrating the potential to manipulate cellular processes through simple mechanical stimulation.

## Abstract (web summary)

Mechanical stimulation is known to affect cell proliferation, differentiation, and regeneration. Here, the authors demonstrate that stretching mouse skin recruits macrophages and polarizes them into M2 cells that facilitate hair regeneration through the release of growth factors, including HGF and IGF-1

## Introduction

Life relies on key cellular processes such as cell proliferation, differentiation, and migration. These processes are influenced by several factors and interactions that require robust control for safe and effective tissue regeneration^1,2^. Major emphasis has been placed on chemical gradients to explain how microenvironments direct cell behavior to achieve functional tissue regeneration^1,3,4^. This approach, however, cannot account for remarkable examples of the self-organization of cells to form organoids in culture saturated with chemical factors^5^. The prominence of mechanical forces in the initiation and maintenance of 3-D tissue architecture has been overlooked in previous studies^6^. In fact, research has indicated that cell proliferation and differentiation can be induced not only by chemical factors but also by mechanical stimulation, which initiates upstream signals to activate downstream chemical signaling^3,7^. Therefore, one challenge in the fields of regenerative medicine and disease control is understanding how forces orchestrate chemical signals to initiate or sustain biological patterns in the tissues.

Mammalian hairs constitute an ideal model to address these topics. Their visibility and accessibility make recording their spatiotemporal patterns feasible. Furthermore, because hair follicles undergo a continuous cycle throughout life, they provide an excellent platform for evaluating regeneration potential in response to mechanical stimulation. Another study we conducted demonstrated that hair plucking can induce an efficient regeneration response^8^, which suggests that the mechanical force elicited by plucking may play key roles in regeneration process. Furthermore, research has confirmed that arrector pili muscles, which connect the bulge region of a hair follicle (where the hair stem cells reside) to the basement membrane and perform the functions for goosebumps formation and hair follicle alignment through muscle contracture, are involved in the hair regeneration cycle^9–11^. These phenomena prompted our interest in whether and how mechanical force influences stem cell behavior in vivo.

To fulfill this research purpose, we designed a specialized skin-stretching device that can identify how mechanical forces affect hair regeneration by modifying the strain. We discover that mechanical stretch activates hair stem cells and facilitates hair growth under specific strain and duration conditions. Combined with the results of molecular analyses, as well as genetic and pharmacological manipulation, we discover that stretch stimulates chemokine production and macrophage recruitment. These macrophages undergo M2 polarization and produce various growth factors such as hepatocyte growth factor (HGF) and insulin-like growth factor 1 (IGF-1) to induce hair regeneration.

## Results

### Stretch-induced regeneration is strain/duration-dependent

To evaluate how mechanical stretch affect hair follicles, a specially designed skin-stretching device was used that can be fixed on back skin to create programmable stretch (Supplementary Fig. 1a). Eight-week-old mice were used to observe alteration to the hair cycle in response to stretch when their hairs were maintained in the physiological telogen phase. Two specific variables, strain and stretch duration, were controlled to parameterize the efficacy of anagen initiation and hair growth. In the first set of experiments, skin was stretched for 7 days with different initial strains (0, 20, 33, and 40%) (Fig. 1a, Supplementary Fig. 2a, b). When strain reached 33% or greater, hair regeneration was induced within the whole stretching area. By contrast, hair follicles remained in a telogen or resting phase when the strain was less than 20%. These results demonstrated the vital role of strain in controlling hair cycle.

**Fig. 1:**
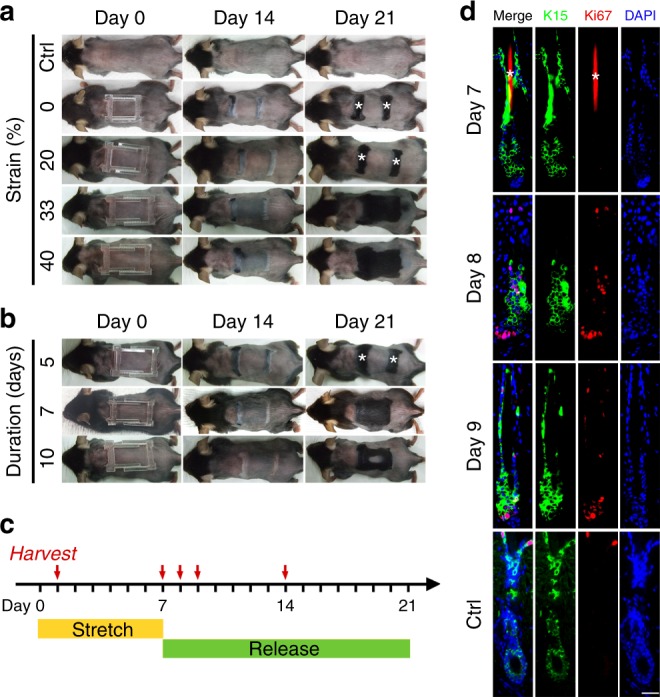
Stretch-induced hair regeneration is dependent on strain and duration. **a** Stretch for 7 days under different amounts of strain. Note hair regeneration occurred in response to 33 or 40% strain, but not in the control (without the device) or under 0 or 20% strain; *n* = 6 for each group. Day 0 represents the day on which strain was applied. *Anagen initiated in glue-fixed area due to hair plucking when removing the skin-stretching device. **b** Stretch under 33% strain for different durations. Note hair regeneration occurred in the 7-day (total) and 10-day (only in peripheral area) duration groups, but not in the 5-day duration group; *n* = 6 for each group. **c** Schematic of the optimal stretching conditions and sample collection times. **d** Dual immunostaining for K15 and Ki67 revealed that K15^+^ hair stem cells began to proliferate on days 8 and 9 when stretch was released. Scale bar = 50 μm. *Autofluorescence of hair shafts

We next determined whether stretch duration affects the activation of hair stem cells. The same 33% initial strain was applied for different durations (5, 7, and 10 days), and three different responses were observed (Fig. 1b, Supplementary Fig. 2a, c). When the strain was applied for only 5 days, no hair regeneration occurred. When the stretch duration was 10 days, hair growth was only observed in peripheral region. However, when strain was applied for 7 days, anagen initiation and hair growth were observed evenly in the whole stretching area. Accordingly, this stretching condition (33% strain with 7-day duration) was determined to be the optimal condition for inducing hair regeneration (Fig. 1c). To further validate this finding, the optimal parameter was applied during the synchronized telogen period^12^. In other words, whole back skin was depilated to induce simultaneous anagen initiation. After full development of the anagen phase, the skin entered a homogeneous status, or synchronized telogen phase, and was then stretched under this condition. Notably, hair regeneration occurred as efficiently as in mice whose skin was stretched during the physiologic telogen phase (Supplementary Fig. 2d). Considered together, these results suggest that strain and duration cooperatively regulate telogen-to-anagen transition.

Hair cycle is tightly controlled by signals from both the intra-follicular microenvironment and surrounding macroenvironment^13–16^. Among these signals, WNT/β-catenin and bone morphogenetic protein (BMP) are an activator and inhibitor, respectively, that are critical to the hair cycle^14,15,17–19^. To evaluate alteration of these hair cycle regulators in response to stretch, we examined the expression pattern of WNT and BMP signals under the optimal stretching condition (33% strain with 7-day duration). *Wnt7b*, *Wnt10a*, and *Lef1* (a nuclear responder of *Wnt* signals) peaked at day 9 when stretch was released (Fig. 2a-c). Immunostaining revealed extensive nuclear β-catenin expression in hair matrix, which demonstrated the effects of WNT signals on hair follicles (Fig. 2f). The hair cycle inhibitor *Bmp2* was also upregulated in response to stretch from day 1 to day 7 (Fig. 2d). Notably, the *Bmp2* level was lower at day 9 when stretch was released (Fig. 2d). Immunostaining revealed that BMP-2 was expressed by both dermal fibroblasts and adipocytes (Fig. 2h–k). Furthermore, nuclear pSMAD1/5 expression was observed in hair stem cells at day 7, which confirmed that BMP-2 affected hair stem cells (Fig. 2g). Finally, we conducted dual immunofluorescence staining of K15 and Ki67 to evaluate the activity of hair stem cells. Conspicuous proliferation of hair stem cells was observed at day 8 and 9 when stretch was released (Fig. 1d). Few apoptotic cells were identified in the stretched skin, indicating that stretch-induced hair regeneration did not result from cell damage caused by our stretching device or the stretching procedure (Supplementary Fig. 3).

**Fig. 2:**
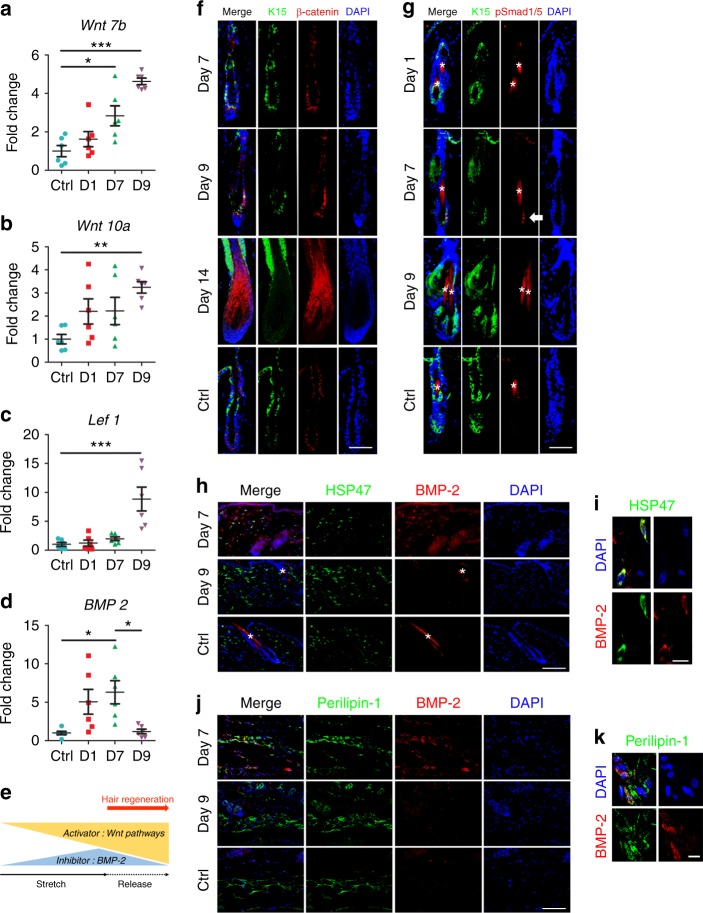
WNT and BMP signaling pathways play crucial roles in regeneration. **a**–**d** Real-time PCR for WNT and BMP signals, including *Wnt7b* (**a**), *Wnt10a* (**b**), *Lef1* (**c**), and *Bmp2* (**d**) in response to stretch (day 1 and day 7) and release of stretch (day 9); *n* = 6 for each group. **e** Schematic of hair cycle activator and inhibitor in response to strain alteration. **f** Dual immunostaining for K15 and β-catenin revealed nuclear staining of β-catenin in hair follicles at day 9 and day 14 when stretch was released. Scale bar = 50 μm. **g** Dual immunostaining for K15 and phospho-Smad1/5 (pSmad1/5) revealed the nuclear staining of pSmad1/5 in hair stem cells at day 7 when skin was stretched (arrow). Scale bar = 50 μm. **h**, **i** Immunostaining (**h**) and confocal microscope (**i**) revealed co-localization of HSP47 and BMP-2 signals at day 7 when skin was stretched. Scale bar = 100 μm (**h**) or 10 μm (**i**). **j**, **k** Immunostaining (**j**) and confocal microscope (**k**) revealed co-localization of Perilipin-1 and BMP-2 signals at day 7 when skin was stretched. Scale bar = 100 μm (**j**) or 10 μm (**k**). Statistical significance was determined using ANOVA followed by a Bonferroni post hoc test. Data are presented as means ± SEM. *p < 0.05. **p < 0.01. ***p < 0.001. Source data are provided as a Source Data file. *Autofluorescence of hair shafts in **g**, **h**

Taken together, these results indicate that mechanical stretch can induce hair regeneration in a threshold-dependent manner. The counterbalance between the activator, WNT signaling pathway, as well as the inhibitor, BMP-2 plays the most important role in determining whether regeneration occurs (Fig. 2e).

### Stretch elicits macrophage-predominated inflammation

To further evaluate the possible mechanisms instrumental in triggering hair stem cell activation, we performed RNA-sequencing (RNA-seq) and grouped genes into their respective categories based on Gene Ontology (GO) in stretch-stimulated and control mice. 

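The RNA-seq compared 1 library of whole-layer back skin stretched at 33% strain for 5 days with 1 library of non-stretched skin at day 5. The reads of 76 bases were filtered on base quality and aligned to the mouse genome mm10 with TopHat2. The authors deposited the number of reads counted on each of 24421 gene symbols, without normalization. The paper's text does not name the program that counted them or how it treated strand and reads shared between genes. The counts summed to 14152379 in control skin and 11648655 in stretched skin. The FPKM values that the authors made with Cufflinks were not used here, and FPKM was computed from the counts, the total count of each library and the exon length of each gene in GENCODE M21. A length was found for 98.4% of the genes. For single genes and lists of genes, the ratio of CPM (the count scaled by the total count of the library) in stretched skin to control skin was taken without a pseudocount. A count of 3 or fewer was set to 3, and the fold change is then a bound. Each ratio has an exact 95% interval (Clopper-Pearson), which covers counting error only. There are no replicates, so no difference has a replicate check or a p-value, and the intervals compare these libraries and not the conditions. The median of a list was compared with the medians of 10000 random lists of the same size matched on mean expression, and its percentile among them describes these libraries. With scaling by total counts, the median log2 fold change of the 16255 genes above 3 counts in at least 1 library was -0.12. The TMM factors of edgeR would raise every log2 fold change by 0.10. Genes with near-identical copies are uncertain, since some of them, such as Hba-a1 and Hba-a2, are listed at 0 in both libraries.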

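By the paper's filter and fold threshold, 285 genes were upregulated and 266 were downregulated in stretched skin. The filter left 10910 genes whose FPKM values, each with 1 added, had a product (EV) above 10. The counting interval lay wholly above 0 for all 285 upregulated genes and wholly below 0 for 265 of the downregulated genes. With CPM in place of FPKM, the setting that raised the counts most, 454 genes were upregulated and 442 downregulated, and an EV threshold of 100 left 137 and 130. Among called genes with at least 100 counts over both libraries, Myh3 had the largest rise. This embryonic myosin heavy chain gene lies on chromosome 11 of mm10 from 67078300 to 67102291. It had 59 counts in control skin and 4637 in stretched skin, a log2 fold change of 6.58 (interval 6.21 to 6.97). Myl4, Tnni1, Krt2, Tmem8c, Myh8, Tnnc1, Fcgr4, Tnnt2 and Myl6b came next, and Myh8 shares 12.6% of its 76-base stretches with other genes. Krtap15, a hair keratin-associated protein gene on chromosome 16 from 88820215 to 88829844, fell from 1400 counts to 6 (log2 fold change -7.59, interval -9.03 to -6.46). It ranked first among the falls with counts of 3 or fewer set to 3, which makes bounds of 7 of the 10, so the order among them is not fixed. The others were Krtap16-3, Krtap19-3, Krtap19-5, Krtap19-9b, Gm10229, Krtap14, Krtap21-1, Gm3238 and Krtap6-2. Of these, Gm10229 shares 28.3% and Gm3238 shares 48.9% of its stretches with other genes. Genes of the Krt and Krtap families made up 24.4% of the downregulated genes.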

We identified 416 upregulated genes and 264 downregulated genes from all 22,579 genes. Notably, GO term analysis of the upregulated genes revealed that most of them were associated with inflammatory processes such as immune response, defense response, chemotaxis, immune effector process, or leukocyte mediated immunity (Fig. 3a, Supplementary Table 1). 

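The gene members of the GO terms were not used here, and lists of marker genes written before the data were examined were measured in their place. The 12 macrophage genes had a median log2 fold change of 1.27 (interval 1.16 to 1.32), above all 10000 random lists, and 8 of them were upregulated. Adgre1, which encodes F4/80, rose from 472 counts to 1148 (log2 fold change 1.56, interval 1.41 to 1.72), whereas not every gene of the list rose, and the interval of Mertk (-0.12) included 0. The 9 macrophage genes not named in Fig. 3b had a median of 1.15. All 18 interferon response genes were higher in stretched skin, with a median of 1.79 (interval 1.60 to 1.92), and 12 were upregulated. Of the 8 neutrophil genes, 5 could be measured, and their median was 1.90 (interval 1.52 to 2.46). The 7 mast cell genes had a median of 0.51 (interval 0.38 to 0.64). The median of the 8 measured T cell genes was 0.25 with an interval that included 0 (-0.17 to 0.60). Thy1 rose from 2444 counts to 3368 (0.74, interval 0.67 to 0.82) and was the only one of them with an interval above 0. It held 2444 of the 2779 counts of the list in control skin, against 27 for Cd3e, so its rise cannot be read as T cells. Only 2 B cell genes were above the floor of 3 counts (median 0.57, interval -0.22 to 1.44).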

The upregulated genes in immune response GO (GO:0006955) are presented in Fig. 3b.

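All 63 names in the volcano plot are in the table of counts, and 62 of them had a fold change. All 62 were higher in stretched skin, and for 61 the counting interval lay wholly above 0. Their median log2 fold change was 1.41 (interval 1.35 to 1.51). The values ranged from 0.54 for H2-M9, with 15 and 18 counts, to 2.68 for Fcgr1 (interval 2.24 to 3.15). Fcgr1 lies on chromosome 3 of mm10 from 96282909 to 96293969 and had 49 counts in control skin and 259 in stretched skin. By the filter and fold threshold on FPKM, 44 of the 63 names were upregulated, a share of 69.8% (Wilson interval 57.6% to 79.8%). The study chose these names from the same libraries as upregulated genes, so their direction, their median and this share are not independent evidence. Of the 19 names not called, 10 had an EV of 10 or lower and 7 passed the EV filter but not the fold threshold. The other two were Gm1987, listed at 0 in both libraries, and AF251705, for which no length was found. The share moved most with an EV threshold of 100, where it was 31.7%.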

**Fig. 3:**
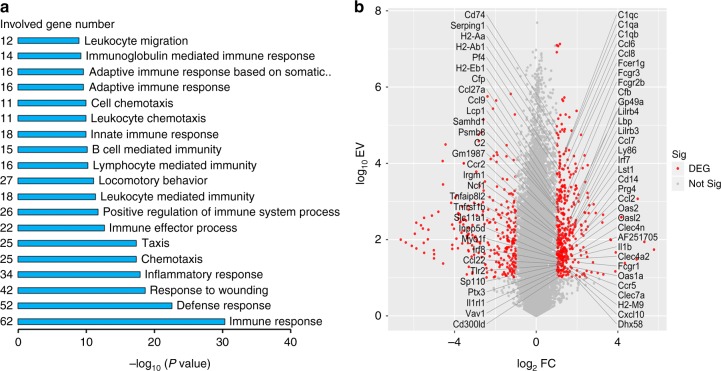
Functional category enrichment analysis in response to stretch. **a** Top-ranked upregulated biological processes revealed through a gene ontology analysis, mostly related to inflammatory processes. **b** Volcano plot of differentially expressed genes (DEGs) in immune response gene ontology (GO:0006955). Red points represent DEGs with an expression value ≥10 and fold change ≥2 or ≤0.5

To better understand the inflammatory process in response to mechanical stretch, immunostaining was performed to characterize the types and spatiotemporal distribution of inflammatory cells under the optimal stretching condition for effectively inducing hair regeneration (33% strain with 7-day duration) (Fig. 4a). At day 1, the dermis and hypodermal adipose layer were heavily infiltrated with F4/80-positive macrophages. Macrophage infiltration persisted from day 1 to day 7 when stretch was applied, and it was still observed at day 9 when stretch was released. Flow cytometry was conducted to quantify the numbers of CD45^+^F4/80^+^ macrophages, which revealed that the percentage of macrophages increased when the skin was stretched (Fig. 4b). Notably, the increment of macrophages was maintained after mechanical stimulation was removed on day 9 (Fig. 4b), implying that inflammatory process was initiated in response to stretching and sustained after the release of stretch.

**Fig. 4:**
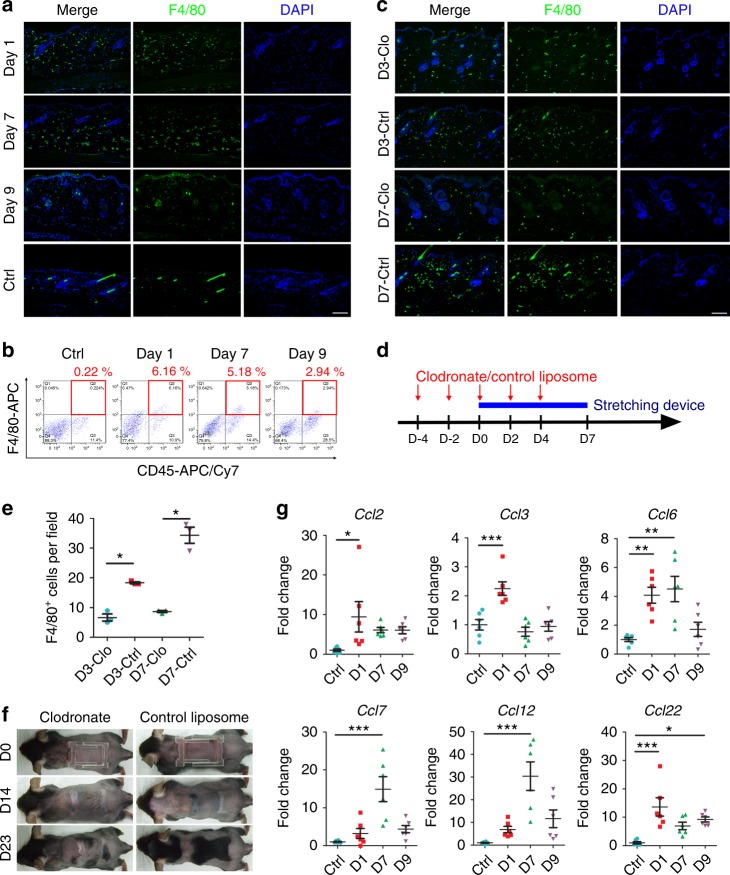
Macrophages are major mediators in stretch-induced hair regeneration. **a** Immunostaining of F4/80 indicated extensive macrophage infiltration in response to stretch (day 1 and day 7) that was sustained after stretch was released (day 9). **b** Representative FACS scatterplots display the percentages of CD45^+^F4/80^+^ cells activated in response to stretch (day 1 and day 7) and release of stretch (day 9). **c** Immunostaining of F4/80 revealed decreased macrophage infiltration after skin was stretched for 3 days and 7 days in the clodronate injection (Clo) group compared with the control liposome injection (Ctrl) group. **d** Schematic of subcutaneous injection of clodronate liposomes to target macrophages. **e** Quantification of F4/80^+^ cells in the Clo and Ctrl groups; *n* = 3 for each group. **f** Stretch-induced hair regeneration is halted by clodronate injection; *n* = 6 for each group. **g** Real-time PCR for *Ccl2*, *Ccl3*, *Ccl6*, *Ccl7*, *Ccl12*, and *Ccl22* in response to stretch (day 1 and day 7) and release of stretch (day 9); *n* = 6 for each group. Statistical significance was determined using Student’s two-tailed *t*-test (**e**) or ANOVA followed by a Bonferroni post hoc test (**g**). Data are presented as means ± SEM. *p < 0.05. **p < 0.01. ***p < 0.001. Scale bars = 100 μm. Source data are provided as a Source Data file

To evaluate whether macrophages play a functional role in stretch-induced hair regeneration, we used a chemical inhibitor to ablate them (Fig. 4d). Application of clodronate liposome significantly decreased the number of macrophages (Fig. 4c, e) and the suppression of macrophage function was demonstrated to prohibit hair regeneration within the stretching area in vivo (Fig. 4f). This result confirmed the indispensability of macrophages in stretch-induced hair regeneration.

### Stretch activates chemokines for macrophage recruitment

To identify the chemotactic signals that attract and recruit macrophages to stretched skin, we analyzed the most altered chemokines revealed in RNA-seq through real-time polymerase chain reaction (RT-PCR). 

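In the RNA-seq of skin at day 5, 32 chemokine genes had more than 3 counts in at least 1 library. Their median log2 fold change was 1.01 (interval 0.83 to 1.25), above all 10000 random lists, and with 1 CPM added to both values it was 0.68. The interval lay above 0 for 22 genes, below 0 for 2 and included 0 for 8. By the filter and fold threshold, 7 were upregulated and 1 was downregulated. All 7 are named in Fig. 3b, and the 23 genes outside it had a median of 0.70 with 0 upregulated. Ccl2, on chromosome 11 of mm10 from 82035571 to 82037453, rose from 52 counts to 216, a log2 fold change of 2.34 (interval 1.89 to 2.80). The neighbouring Ccl7, from 82045712 to 82047525, rose from 77 counts to 237 (1.90, interval 1.53 to 2.29), and Ccl8, from 82115185 to 82116799, rose from 649 to 2258 (2.08, interval 1.95 to 2.21). The other upregulated genes were Ccl22 (1.35), Ccl6 (1.29), Ccl9 (1.16) and Pf4 (1.06). Ccl20 fell from 87 counts to 26 (-1.46, interval -2.15 to -0.82). Several of the largest rises were measured on few counts in control skin and are bounds against the floor of 3 counts, which leave out counting error. Against that floor Cxcl2, with 2 and 61 counts, was at least 24.7-fold higher (log2 interval from 3.30), and Ccl17, with 1 and 27 counts, at least 10.9-fold higher (from 2.43). Ccl4, with 0 and 15 counts, was at least 6.07-fold higher (from 2.12) and Ccl3, with 2 and 14 counts, at least 5.67-fold higher (from 0.97). Ccl12 had 28 counts in control skin and 36 in stretched skin, a difference that was not detectable at this depth (0.64, interval -0.11 to 1.41). Ccl27a shares 57.4% and Ccl19 shares 50.1% of their 76-base stretches with other genes, so their values are uncertain.

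**Figure D1:**
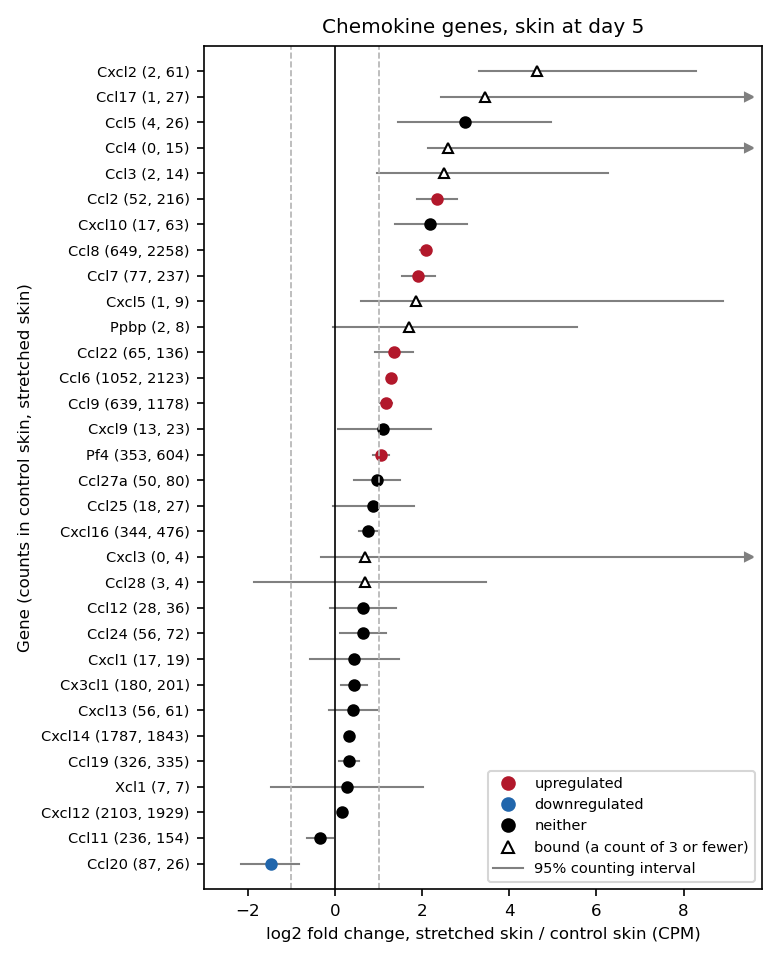
Log2 fold change of CPM in stretched skin against control skin at day 5 for the 32 chemokine genes, with exact 95% counting intervals as lines, open triangles for bounds and arrows for intervals that run beyond the axis. Upregulated genes are red and the downregulated gene is blue, dashed lines mark a 2-fold difference, and 22 intervals lie above 0.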

We discovered that *Ccl2*, *Ccl3*, *Ccl6*, *Ccl7, Ccl12*, and *Ccl22* were highly upregulated after stretching but peaked at different times (Fig. 4g). Among the upregulated chemokines, CCL2 has been reported to respond to mechanical stretch in various cell types^20,21^. CCL2 is also one of the major chemoattractants for macrophages with significant functional roles in attracting macrophages to inflamed skin^8,22^. To evaluate whether CCL2 is essential for hair regeneration under stretch conditions, we applied 33% initial strain to stretch the skin of CCL2 null mice for 7 days. Notably, knockout of CCL2 failed to prevent anagen initiation, and hair regenerated as efficient as it would in wild-type mice (Fig. 1a, b, Supplementary Fig. 4a). Immunofluorescence of F4/80 still revealed heavily infiltrated macrophages in stretched skin (Supplementary Fig. 4b), implying that, in addition to CCL2, various chemokines were also involved in macrophage recruitment in stretched skin. Considered together, these findings demonstrate that mechanical stretch stimulates the production of multiple chemokines that facilitated macrophage recruitment.

### M2 macrophages respond to strain and induce regeneration

Macrophages in higher animals undergo classical activation (M1 polarization) or alternative activation (M2 polarization) in response to environmental signals^23,24^. M1 macrophages execute kill function, whereas M2 macrophages are responsible for repair^25,26^. The unique abilities of different macrophages are essential for maintaining tissue homeostasis^25^. To acquire further insights into if and how macrophages polarize in response to stretch, percentages of M1 (CD45^+^F4/80^+^CD86^+^CD206^−^) and M2 (CD45^+^F4/80^+^CD86^−^CD206^+^) macrophages were examined using flow cytometry under the optimal stretching condition (33% strain with 7-day duration). Before stretch, all of the resident macrophages were unpolarized (CD45^+^F4/80^+^CD86^−^CD206^−^); the percentage of M2 macrophages gradually increased in response to stretch from day 1 (1.87%) to day 7 (12.4%) (Fig. 5a, b). More importantly, M2 macrophages were further increased at day 9 (29.4%) when stretch was released (Fig. 5a, b). To more accurately detect M2 macrophages, we sorted CD45^+^F4/80^+^ macrophages and arranged RT-PCR for *Arginase1* and *Ym1* (M2 markers). Both *Arginase1* and *Ym1* increased in response to stretch (day 7) compared with nonstretched skin (Fig. 5c, d). The level of *Ym1* further increased when stretch was released (day 9). Dual immunostaining of F4/80 and Arginase also revealed that the increment of the M2 subtype was more conspicuous after the stretch had been released (Fig. 5g). Because M2 polarization is mediated by cytokines such as IL-4^26,27^, we examined the expression of IL-4 in stretched skin. Notably, *Il4* was marked as upregulated soon after stretching (Fig. 5e). Collectively, these results demonstrated that macrophage subtype was skewed toward the M2 phenotype by altering the strain.

**Fig. 5:**
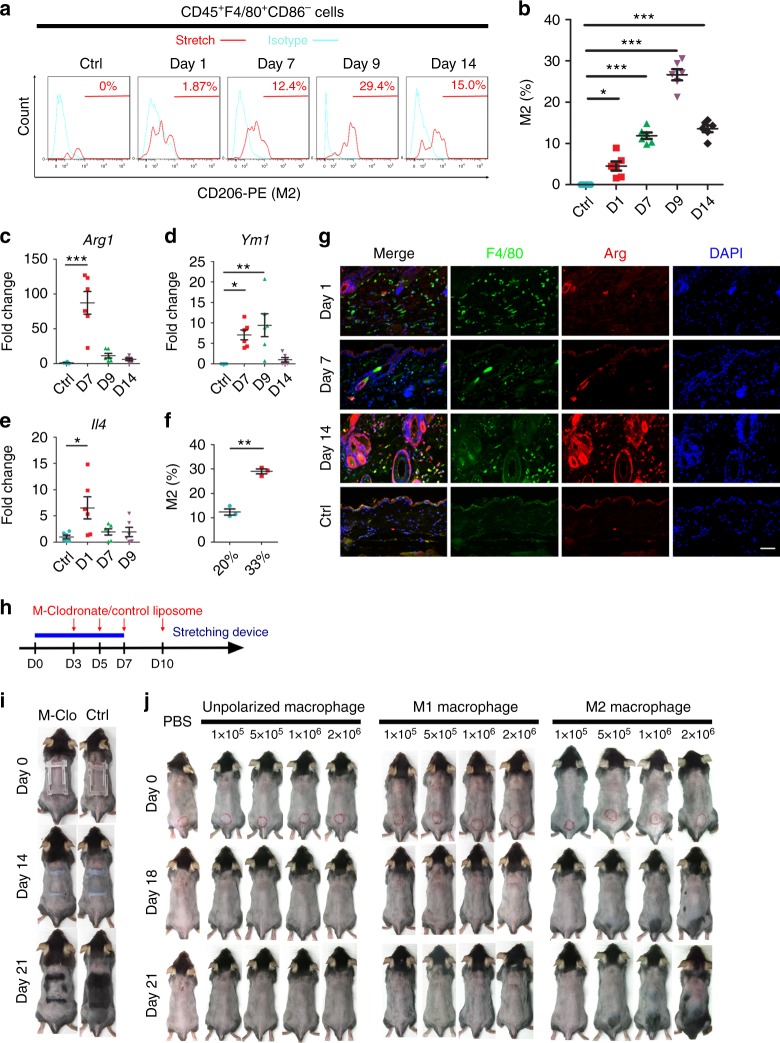
M2 polarization induced by strain alteration is crucial for regeneration. **a**, **b** Representative FACS histograms (**a**) and quantification (**b**) of the percentages of CD45^+^F4/80^+^CD206^+^CD86^-^ M2 macrophages activated in response to stretch (day 1 and day 7) and release of stretch (day 9 and day 14); *n* = 6 for each group. **c**–**e** Real-time PCR for *Arginase-1 (Arg1)* (**c**), *Ym1* (**d**), and *Il4* (**e**) in response to stretch (day 1 and day 7) and release of stretch (day 9 and day 14); *n* = 6 for each group. **f** Quantification using flow cytometry of M2 macrophages in response to 20 or 33% strain; *n* = 3 for each group. **g** Dual immunostaining of F4/80 and Arginase indicated that double positive M2 macrophages were more conspicuous at day 14. **h** Schematic of subcutaneous injection with mannosylated clodronate liposomes (M-Clodronate) to deplete M2 macrophages. **i** Stretch-induced hair regeneration was perturbed by mannosylated clodronate liposomes (M-Clo) injection; *n* = 6 for each group. **j** Transplantation of unpolarized and polarized M1 or M2 macrophages into the back skin of mice during the telogen phase. Note only M2 macrophages caused hair regeneration, and the intensity of hair growth was proportional to the number of transplanted cells. The red circle at day 0 indicates the injection area; *n* = 6 for each group. Statistical significance was determined by conducting ANOVA followed by a Bonferroni post hoc test (**b**–**e**) or Student’s two-tailed *t*-test (**f**). Data are presented as means ± SEM. *p < 0.05. **p < 0.01. ***p < 0.001. Scale bar = 50 μm. Source data are provided as a Source Data file

Our observation thus suggested that the strain-stimulated macroenvironment recruited macrophages through chemokine release and polarized them into M2 subtypes. We therefore hypothesized that M2 macrophages are the key mediators in stretch-induced hair regeneration. To test this hypothesis, we injected clodronate encapsulated mannosylated liposome into mice skin to specifically deplete M2 macrophages (Fig. 5h)^28^. Hair regeneration was noticeably perturbed by M2 depletion (Fig. 5i). To conclusively determine whether M2 macrophages induce hair regeneration, we polarized bone marrow-derived macrophages (BMDMs) into M1 or M2 subtypes and performed subcutaneous transplantation during the telogen phase to observe the alteration in the hair cycle (Fig. 5j). Strikingly, hair regeneration was more substantially induced by transplantation of M2 than by transplantation of unpolarized or polarized M1 macrophages. The intensity of anagen initiation and hair growth was proportional to the number of transplanted M2 macrophages (Fig. 5j). Finally, we compared the number of M2 macrophages in the regenerated stretching condition (33% strain for 7 days) and nonregenerated stretching condition (20% strain for 7 days). The percentage of M2 macrophages was significantly increased under 33% strain compared with 20% strain (Fig. 5f). These findings provide compelling evidence suggesting that macrophage infiltration alone was insufficient for eliciting hair growth and that the alternative activation of macrophages (M2 polarization) was essential for hair stem cell activation.

### M2 macrophages facilitate regeneration with growth factors

M2 macrophages are known to produce a wide array of growth factors^29,30^. To search for functional mediators secreted by macrophages, we sorted F4/80^+^ macrophages under the optimal stretch condition and perform RT-PCR to evaluate the temporal alteration of various growth factors (Fig. 6a). Notably, growth factors such as *Hgf*, *Igf1*, and fibroblast growth factor 10 (*Fgf10*) were significantly upregulated at day 9 when stretch was being released. Fibroblast growth factor 2 (*Fgf2*), vascular endothelial growth factor (*Vegf*) and keratinocyte growth factor (*Kgf)* were not significantly increased either by stretch or release of the skin. Because M2 macrophages play an essential role in our model, we compared the expression pattern of growth factors between CD45^+^F4/80^+^CD206^+^ (M2) and CD45^+^F4/80^+^CD206^−^ (non-M2) cells at day 9, when the increment of growth factors was more conspicuous. *Hgf* and *Igf1* were significantly upregulated in M2 compared with non-M2 cells (Fig. 6b). The time-dependent increase of growth factors appeared to be relevant because it correlated with the timed activation of hair stem cells and the timing of telogn-to-anagen transition (Fig. 1d). To determine whether growth factors alone are sufficient for triggering hair regeneration, we injected HGF-coated or IGF-1-coated beads into the back skin of mice during telogen phase. Within 5 days following bead implantation, hair stem cells within the hair follicles adjacent to either HGF-coated or IGF1-coated beads displayed proliferation by expression of Ki67 (Fig. 6c). The increase in Ki67 labeling corresponded with that of hair germ size. This indicated that hair germs had begun to proliferate, which represented anagen initiation in response to HGF and IGF-1. Collectively, our findings revealed both the source and the functional importance of growth factors in stretch-induced hair regeneration.

**Fig. 6:**
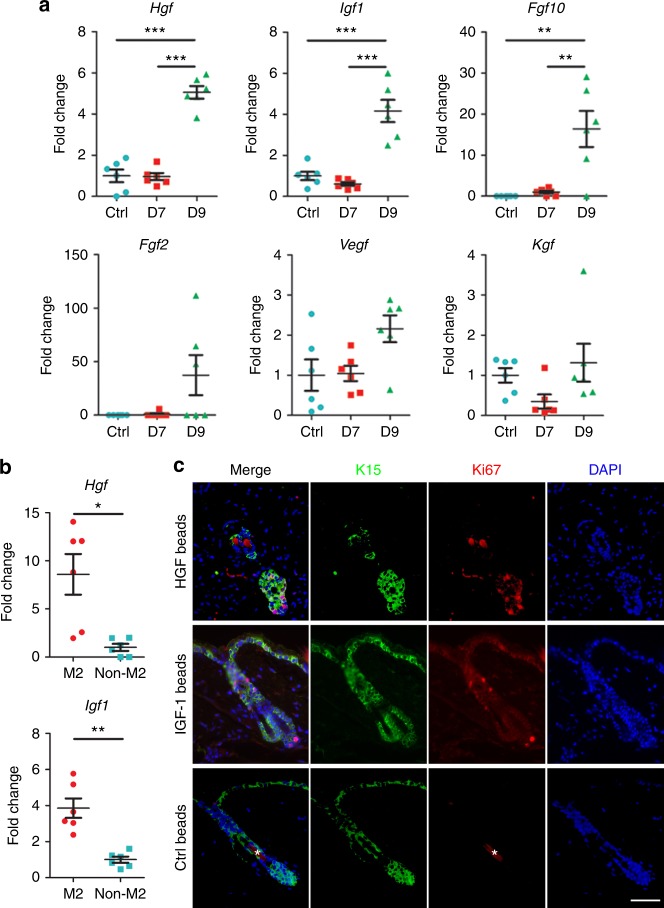
M2 macrophages produce growth factors to facilitate hair regeneration. **a** Real-time PCR of the sorted macrophages revealed the kinetics of gene expression of various growth factors in response to stretch (day 7) and release of stretch (day 9); *n* = 6 for each group. **b** Expression levels of growth factors within M2 (CD45^+^F4/80^+^CD206^+^) and non-M2 (CD45^+^F4/80^+^CD206^-^) macrophages according to real-time PCR; *n* = 6 for each group. **c** Dual immunostaining of K15 and Ki67 demonstrated that the injection of HGF-coated or IGF-1- coated beads during the telogen phase precociously activates K15^+^ hair stem cells. *Autofluorescence of hair shafts. Statistical significance was determined by conducting ANOVA followed by a Bonferroni post hoc test (**a**) or Student’s two-tailed *t*-test (**b**). Data are presented as means ± SEM. *p < 0.05. **p < 0.01. ***p < 0.001. Scale bar = 50 μm. Source data are provided as a Source Data file

## Discussion

Studies have emphasized the importance of stretch-induced regeneration^31–34^. However, most have focused on single cell population, such as keratinocytes, fibroblasts, or bone cells^34–36^; much less is known regarding the system complexity of living organism composed of multicell population. Although some studies have attempted to mimic the in vivo state by coculturing keratinocytes and fibroblasts^37,38^, these systems are still far from representing a physiological condition, because the existence of skin appendages is neglected and the inflammation process is prohibited without a vascular system. Thus, how mechanical force or stretch affects stem cell behavior in multipopulation systems remains unclear.

To overcome the aforementioned challenges, a specially designed in vivo skin-stretching device was utilized in this study to elucidate the regeneration potential of hair follicles in response to stretch in an unsimplified three-layer skin system. We successfully demonstrated that mechanical stretch can efficiently induce hair regeneration under specific stretching conditions. This type of regeneration is threshold dependent; this is similar to our previous results regarding quorum sensing^8^. In accordance with our findings, expansion of the human scalp has been reported to facilitate hair growth; however, the underlying mechanism had not been investigated in a clinical study^39^. By using molecular analyses, genetic studies, and pharmacological manipulation, we explored the hierarchical control of mechanical stretch, chemokine induction, macrophage recruitment, growth factors production, and hair regeneration.

The concept of the alternative activation of macrophages has accumulated research support, and its roles in repair and regeneration have been explored in different organ systems, such as those of the heart, kidney, and spinal cord^27,29,40–43^. M2 macrophages are therefore considered to possess therapeutic potential in treating various diseases^40,44^. However, although their spatiotemporal patterns for epithelial tissues are relative easy to observe and measure, the roles of M2 macrophages in hair regeneration remain largely unknown. Studies have demonstrated that TNF-α-activated or IL-1β-activated macrophages can facilitate hair growth in wounds^45,46^, clarifying how injury and repair affected hair regeneration. However, the polarization of macrophages during wound healing is highly dynamic, and the specific roles of M2 macrophages are difficult to discern in such complicated macroenvironment^29^. In the present study, we discovered that mechanical stretch can induce alternative activation of macrophages, which have functional roles in hair regeneration (Fig. 7a, b). We further revealed that growth factors, especially HGF and IGF-1, which are produced by M2 macrophages, are functional mediators in stretch-induced hair regeneration (Fig. 7b). Although the positive effects of growth factors on hair regeneration have been reported, their high cost limits their usage in clinical practice^17,47^. Our study thus provides an approach to facilitate hair regeneration by stimulating intrinsic growth factors through the application of proper mechanical force.

**Fig. 7:**
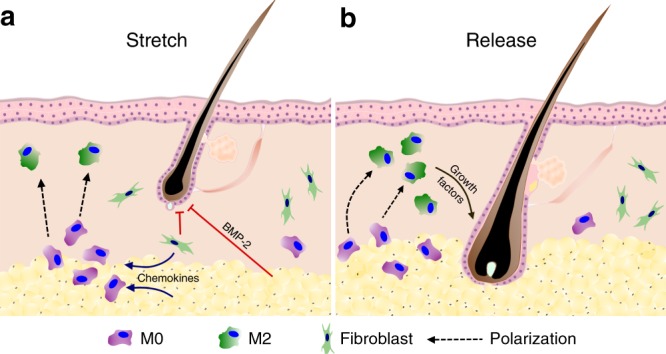
Schematic of the molecular basis of stretch-induced hair regeneration. **a** Mechanical stretch promotes BMP-2 production by activating fibroblasts and adipocytes, which inhibit hair regeneration; however, mechanical stretch also stimulates chemokine production to recruit macrophages into the stretched skin. The recruited macrophages undergo M2 polarization in response to a stretched macroenvironment. **b** Macrophages continue to undergo M2 polarization after stretch release and produce growth factors to facilitate anagen initiation

Macrophages display distinct functional phenotypes in response to environmental cues such as oxygen tension and the presence of cytokines and metabolites^24,29,48^. In this study, we unveiled the potential of using mechanical stretch to polarize macrophages toward M2 phenotype in vivo, and the RNA-seq data enabled us to acquire insight into how this process occurs. In addition to the well-established stimulator IL-4, the metabolic status was markedly altered in response to stretch (Supplementary Table 2). Notably, the use of fatty acid oxidation pathways, including those for saturated and unsaturated fatty acid metabolic process (GO:0006631 and GO:0033559), were significantly increased (*p* < 0.05) while rapid glucose consumption pathways, including those for glucose metabolic process (GO:0006006), hexose metabolic process (GO:0019318), and glycolysis (mmu0010) were significantly decreased (*p* < 0.05). These findings are in consistent with the concepts that M1 favors aerobic glycolysis and M2 uses fatty acid oxidation^48,49^. 

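Lists of metabolic genes written before the data were examined were measured in the same libraries, since the members of the GO and KEGG terms were not used here. The 24 genes of mitochondrial and peroxisomal fatty acid beta-oxidation had a median log2 fold change of -0.27 (interval -0.33 to -0.22), below 95% of the random lists (percentile 1.57). Of these genes 21 were lower in stretched skin and none was called in either direction. Cpt1a, which encodes the enzyme that admits fatty acids to mitochondria in most tissues, had 1261 counts in control skin and 805 in stretched skin (-0.37, interval -0.50 to -0.24). The scaling that moved the median most was the median of ratios of DESeq2, which gave -0.16. The 26 genes of eicosanoid and polyunsaturated fatty acid metabolism had a median of 0.14 (interval 0.01 to 0.23, percentile 99.85), or 0.25 with the median of ratios. They went both ways, with 10 genes lower and 8 intervals wholly below 0. Of the 16 higher genes 3 were upregulated, Ptgis (1.26), Alox5ap (1.23) and Alox12e (1.09), while Ptgds had the largest fall (-1.03). The 20 glycolysis genes had a median of -0.22 (interval -0.31 to -0.18, percentile 6.49), which was -0.11 with the median of ratios, and 2 of them were downregulated. These were the muscle isoforms Eno3, from 13999 counts to 5101 (-1.18, interval -1.22 to -1.13), and Pgam2, from 3729 counts to 1461 (-1.07, interval -1.16 to -0.98). The 4 muscle isoforms, which also include Pfkm and Aldoa, had a median of -0.98. The other 16 genes went both ways, with 7 intervals wholly below 0 and 3 wholly above, and their median of -0.08 turned positive (0.03) with the median of ratios. Whole-layer skin includes a sheet of striated muscle, and the 20 skeletal muscle genes had a median of -0.44 (interval -0.46 to -0.41), below all but 0.01% of the random lists. Of these, 3 were upregulated and 4 were downregulated. The paper proposes that stretch might facilitate M2 polarization by regulating inflammatory cytokines or metabolic processes, with the mechanism still to be evaluated. Its metabolic reading rests on the GO and KEGG terms of its upregulated and downregulated genes.

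**Figure D2:**
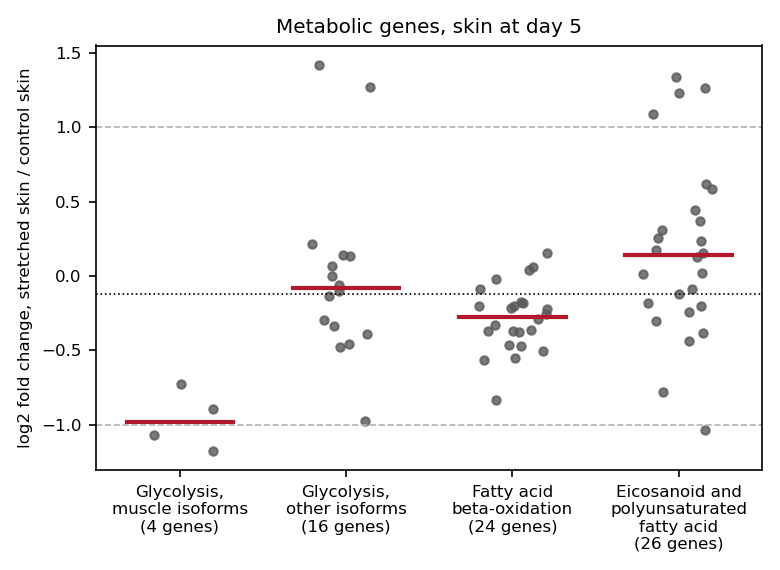
Log2 fold change of CPM in stretched skin against control skin at day 5 for single genes (points) of 4 metabolic lists, with the median of each list as a red line. The dotted line is the median of all genes (-0.12), dashed lines mark a 2-fold difference, and the median of the muscle isoforms of glycolysis is the lowest of the 4; the sign of the median of the other isoforms depends on the scaling.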

Taken together, mechanical stretch might facilitate M2 polarization through regulation of inflammatory cytokines or metabolic processes though the precise mechanism requires further evaluation.

Our collective results identify the roles of chemokines in macrophage recruitment. However, the upstream signals responsible for prompting mechanical stretch to activate chemokines remain unknown. Studies have revealed that fragments of the extracellular matrix (ECM) can upregulate chemokines, promote macrophage recruitment, enhance phagocytic functions, and induce cytokines^50–53^. Furthermore, disruptions to the cell junction may also be functional signals for dendritic cell maturation^54^. Accordingly, tissue damage, such as rupture of the ECM or cell junction induced by stretch, might play a role in macrophage recruitment or polarization. Moreover, the links between force distribution, tissue damage, morphogen gradients and cell responses have acquired substantial research interest and will be clarified in the future.

In summary, our work reveals the mechanical force—immune response—regeneration process axis and demonstrates how organs achieve regeneration in response to mechanical force. We believe that this process presents in the regeneration of tissue and organs beyond the skin and it points to a different direction for the future of regeneration medicine. However, more research is required to clarify how mechanical stimulation modulates growth factors secretion and whether other physiologic pathways (e.g., mechano-transduction pathways) participate in stretch-induced hair regeneration.

## Methods

### Animal procedures

C57BL/6 mice were purchased from Nation Laboratory Animal Center and CCL2 null mice (B6.129S4-Ccl2 ^tm1Rol^/J) were purchased from the Jackson laboratory. Eight-week-old female mice whose hairs were kept in physiological telogen phase and body weight were around 20–25 g were randomized into different group for experiments. Mice with any focal anagen skin were excluded from the experiments. These mice were maintained by staff at the Animal Facility of Tapiei Veterans General Hospital. These animals were housed in cages (BCU-2 system, Allentown) with Bed-o’Cobs® 1/4” bedding (The Andersons, Inc) at 23 °C, 50 ± 10% humidity on a 12-h light/12-h dark cycle. Mice were fed with Laboratory Autoclavable Rodent Diet 5010* (LabDiet). Food and water were provided without restriction. The animal experiments were compliant with all relevant ethical regulations for animal testing and research and under the approval by the animal care and use committee of Taipei Veterans General Hospital (IACUC Approval No. 2015-038). A total of six independent biological replicates was performed for each group to confirm the findings.

To synchronize the hair cycle, we depilated the 8-week-old mice by waxing. Briefly, melted wax was sprinkled on mice back skin and hairs were stripped away when wax was solidified. Anagen was initiated simultaneously when all the back skin hairs were stripped away. After full anagen development, the consecutive stages (catagen and telogen) were then entered spontaneously in a fairly homogeneous manner. We then performed our stretching experiments on the back skin during the synchronized telogen phase (28 days after depilation).

For macrophage ablation, Clodrosome® (Liposomal Clodronate, Encapsula NanoSciences) or control liposomes were injected subcutaneously (0.05 mg/g) every other day from 4 days before to 4 days after stretching device was fixed. For M2 macrophage ablation, m-Clodrosome® (Mannosylated Clodronate Liposome, Encapsula NanoSciences) or control liposomes were injected subcutaneously (0.05 mg/g) at day 3, day 5, day 7, and day 10 after stretching. For growth factors injection, beads coated with 7.5 μg HGF (2207-HG, R&D) or IGF-1 (791-MG-050, R&D) were injected subcutaneously into back skin of mice during telogen phase.

### In vivo stretching device

In vivo skin-stretching device was designed to create programmable stretch. There were 15 checks on the bilateral sides of device with each check measured 1 mm (Supplementary Fig. 1a). We used these checks to quantify the degree of skin elongation, as well as the strain (e.g., 5/15 checks equal to 33% strain). Glue was used to fix the device at proximal and distal sites (Supplementary Fig. 1b) and the mice were taped around to prevent the detachment of stretching device (Supplementary Fig. 1c). Different initial strain was applied as indicated in the results section with increased strain rate (1/15 check = 6.67%) per day to compensate skin cells proliferation which gives rise to decreased strain due to mechano-biologic effects^55^.

### Sample collection

As for evaluating the mechanisms of stretch-induced hair regeneration, we harvested the skin without device-attached area to avoid the interference from hair plucking. The device-attached skin can be clearly recognized and discarded when we collected samples. The sample collectors were different from the operator who processed animal procedures, and thus were blinded to the group allocation.

### Reagents

The following antibodies were used for immunostaining. Anti-Arginase-1 (Santa cruz, sc-20150, 1:200), anti-BMP-2 (Abcam, ab6285, 1:100 or Bioss, bs-1012R, 1:100), anti-β-catenin (Abcam, ab2365, 1:100), anti-caspase-3 (Epitomics, 1476−1, 1:100), anti-F4/80 (Abcam, ab6640, 1:100), anti- HSP47 (Novus, NBP1-97491, 1:50), anti-K15 (Abcam, ab52816 or ThermoFisher, MA5-11344, 1:100), anti-Ki67 (ThermoFisher, RM-9106, 1:100), anti-perilipin-1 (Abcam, ab3526, 1:100), and anti-phospho-Smad1/5 (Cell signaling, 9516, 1:50).

The following antibodies were used for flow cytometry or cell sorting. Anti-CD45 (BD pharmingen, 553081, 1:200), anti-CD86 (eBioscience, 17-0862, 1:400), anti-CD206 (BioLegend, 141706, 1:40), and anti-F4/80 (eBioscience, 17-4801, 1:10). The corresponding isotype controls were APC/Cy7 Mouse IgG2a, κ (BioLegend, 400230), FITC Rat IgG2a, κ (BD pharmingen, 557228), PE Rat IgG2a, κ (BD pharmingen, 557229), and APC Rat IgG2a, κ (BD pharmingen, 551442).

### Immunostaining

For immunofluorescence analysis, the collected skin was dissected and fixed with 4% paraformaldehyde in phosphate-buffered saline (PBS), dehydrated, embedded in paraffin, and sectioned at 5 μm. Staining was performed with appropriate antibodies followed by secondary antibodies conjugated to Alexa-488 (ThermoFisher, A-11001, A-11006, or A-11008), Alexa-568 (ThermoFisher, A-11004, A-11011 or A-11077) or Alexa-647 (ThermoFisher, A-21235, A-21244, or A-21247). Quantification of F4/80^+^ cells in the immunofluorescence study was calculated in 200x field. Quantification of Caspase-3^+^ cells in the immunofluorescence study was calculated in the field of 200 × 200 μm. Confocal images were obtained with a LSM 880 with AirtScan (ZEISS).

### RT-PCR

For RNA extraction and RT-PCR, the collected skin samples were cut into pieces and RNA were isolated with miRNeasy Mini kit (QIAGEN) following the manufacturer’s recommendations. Transcription levels of target genes were measured by qPCR with TaqMan Fast Universal PCR Master Mix (2×) (Applied Biosystems, USA). Target gene-specific primer sequences and suitable probes were designed by the Universal Probe Library System software. Relative expression was normalized to GAPDH for each sample. The primers for RT-PCR amplification are summarized in Supplementary Table 3.

### RNA isolation and library preparation for RNA-seq

The whole layer 5-day stretched skin and non-stretched skin were harvested for RNA-seq. RNAZol kit (Sigma-Aldrich) was used to extract total mRNA. The concentration of RNA was measured by Nanodrop spectrophotometer. Integrity of total RNA was assessed using Agilent 2200 TapeStation-RNA R6K assay (Agilent) and the high quality of RNA (RNA Integrity Number, RIN ≥ 7.5) were used. RNA-seq cDNA libraries were constructed following the standard Illumina protocol. The cDNA libraries were quantitatively measured by qRT-PCR (Roche LightCycler® 480 system) and Qubit Fluorometer (Invitrogen, Carlsbad, California, USA). The cDNA libraries were pooled and sequenced on an Illumina NextSeq 500 platform in single-ended with 76 bps.

### Bioinformatics analysis for RNA-seq data

Quality control of the RNA-seq reads through FASTX-Toolkit version 0.0.13.2 with high-quality base calling (Phred quality score ≥ 20) and RNA reads longer than 35 bases were retained. Reads were then mapped to the UCSC^56^ mouse genome mm10 reference genome using TopHat2^57^ version 2.1.0 with option --b2-very-sensitive and -G. The transcripts were assembled, estimated abundances, and normalized by Cufflinks version 2.2.1^58^. Genes with low FPKM value, in both of the compared samples that multiplied FPKM value ≤ 10 (log_10_ EV ≤ 1), were filtered. Genes were identified as upregulated or downregulated gene if the fold change was greater than or equal to 2 or less than or equal to 0.5 (log_2_ FC ≥ 1 or log_2_ FC ≤ −1). To understand the function of the differentially expressed genes, functional annotation tools, DAVID^59^ (version 6.7), were used to illustrate the biological regulation role of the upregulated or downregulated genes.

### Flow cytometry

Collected skin samples were immersed in collagenase at 37 °C for 2h and filtered by 70 and 40-μm strainers. Cell suspensions were incubated with the appropriate antibodies for 30 min on ice. FACS Canto II and FACSAria sorters were used for flow cytometry and cell isolation, respectively. All flow cytometry data were analyzed by FlowJo 7.6. The representative gating strategies were shown in Supplementary Fig. 5.

### Macrophage transplantation

A crude population of BMDMs was collected from mouse bone marrow. Cells were cultured in RPMI 1640 medium containing 10% FBS, 1% penicillin G, and 20 ng/mL recombinant mouse granulocyte-macrophage colony-stimulating factor (R&D, 415-ML/CF,). The medium was replaced on day 2 and 4 and non-adherent cells were rinsed away. Cells were obtained on day 6 as a macrophage population characterized by morphology and high expression of F4/80. For M2 polarization, 10 ng/ml IL-4 (R&D, 404-ML/CF) was added for 24 h before cell harvest. For M1 polarization, 45 ng/ml IFN-γ (BioLegend, #575302) was added for 6 h followed by 100 ng/ml lipopolysaccharides (LPS) (Sigma, L2880) for 6h. Cells were then incubated for 24 h before harvest.

For BMDMs transplantation, polarized or unpolarized macrophages were injected subcutaneously into back skin during the telogen phase. The numbers of transplanted BMDMs were as indicated in the results section.

### Statistical analysis

All statistical analyses were performed using SPSS 22.0 (SPSS Inc, Chicago, IL, USA) and statistical significance was determined using Student’s two-tailed *t*-test or ANOVA followed by a Bonferroni post hoc test (*P < 0.05, **P < 0.01, ***P < 0.001). Each experiment was performed at least three times and *n* equals the number of independent biological replicates.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

Data have been deposited in the Gene Expression Omnibus under accession code GSE125806. All other relevant data are available from the corresponding authors upon reasonable request. The source data underlying Figs. 2a–d, 4e, g, 5b–f, 6a, b, and Supplementary Fig. 3b are provided as a Source Data file.

# Supplementary material for: Mechanical stretch induces hair regeneration through the alternative activation of macrophages
**Source:** Nat Commun. 2019 Apr 3;10:1524. doi: 10.1038/s41467-019-09402-8
**Supplement:** Supplementary file 1 — Supplementary Information

# **Mechanical stretch induces hair regeneration through the alternative activation of macrophages**

Chu et al.

## Supplementary Figures and Legends

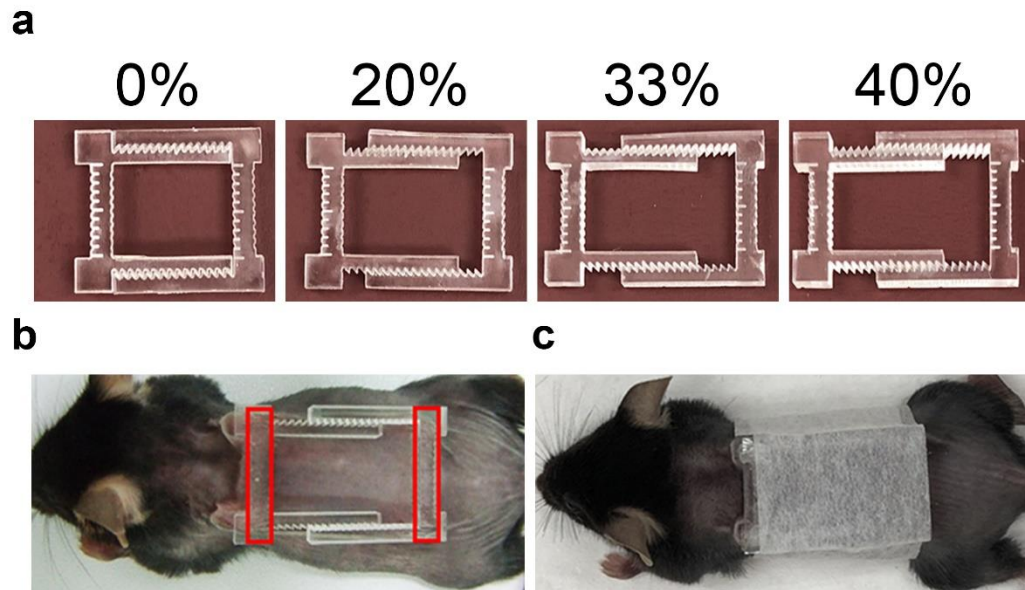

**Supplementary Figure 1. In vivo stretching device and the procedures.**

**a** The in vivo skin-stretching device was designed to create 0%, 20%, 33% and 40% strain. **b** The device can be fixed on mice skin by glue. The red area represents glue applying site. **c** Mice were taped around to prevent the detachment of the device.

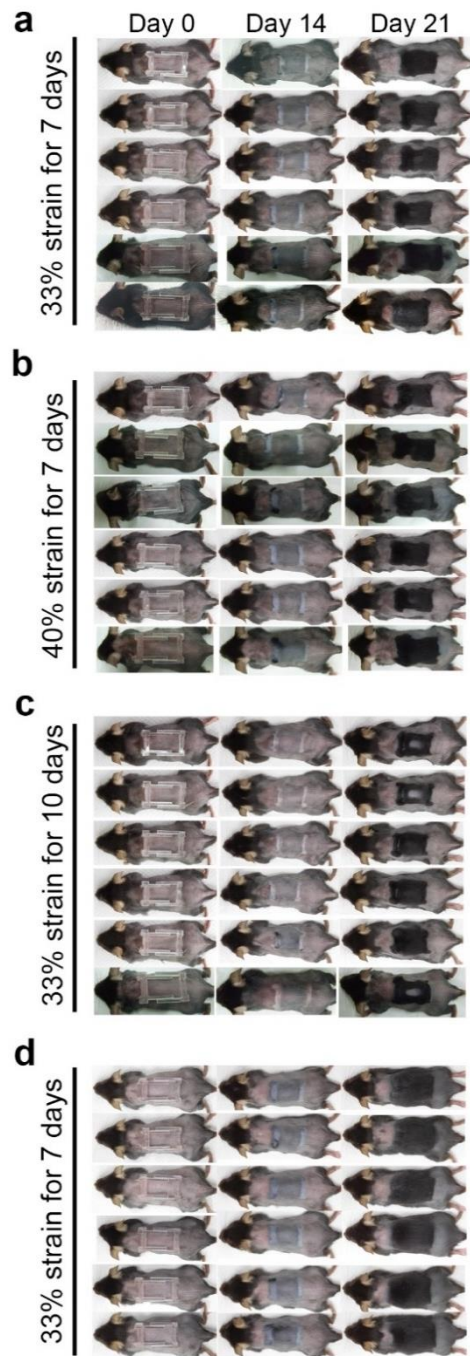

**Supplementary Figure 2. Mechanical stretch induces hair regeneration in response to different strain and duration during the physiologic telogen and synchronized telogen phase.**

**a-c** Hair regeneration occurred in response to 33% strain for 7-day duration (**a**), 40% strain for 7-day duration (**b**), and 33% strain for 10-day duration (**c**) during the physiologic telogen phase. **d** Hair regeneration occurred in response to 33% strain for 7-day duration during the synchronized telogen phase. Day 0 represents the day when strain was given; n = 6 for each group.

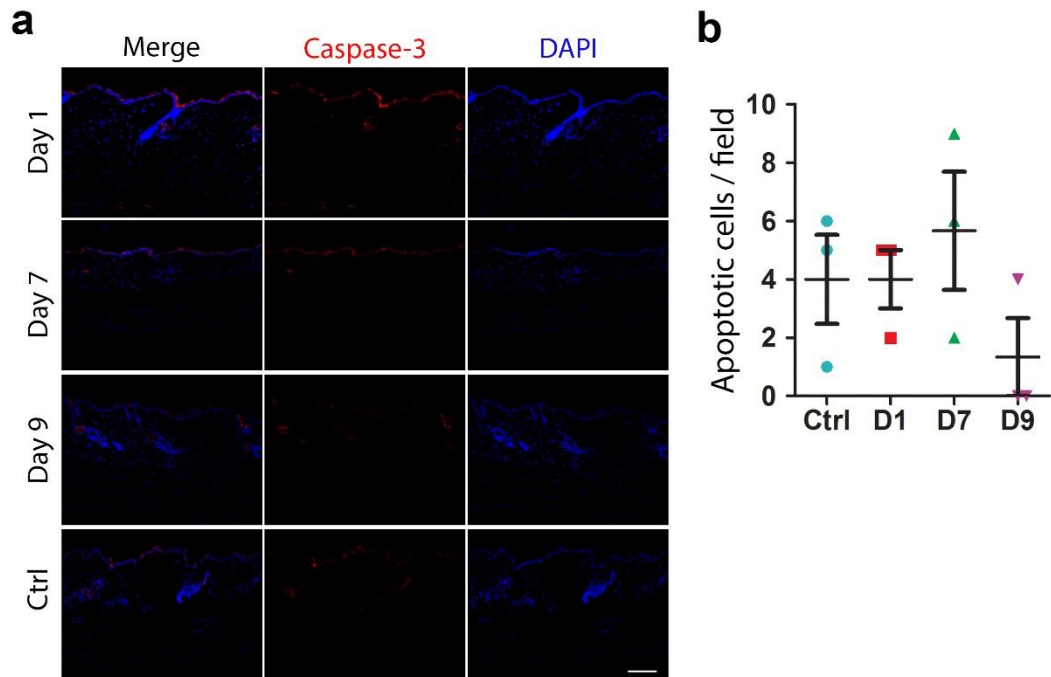

**Supplementary Figure 3. No apparent apoptosis occurred in response to stretch.**

**a** Immunostaining for caspase-3 revealed only scarce apoptotic cells in the stretched skin. Scale bar = 100 $\mu$ m. **b** Quantification of apoptotic cells in response to stretch (day 1 and day 7) and stretch released (day 9). Apoptotic cells were counted in 200 $\mu$ m x 200 $\mu$ m field; n = 3 for each group. Data are presented as means  $\pm$  SEM. Statistical significance was determined using ANOVA followed by a Bonferroni post hoc test.

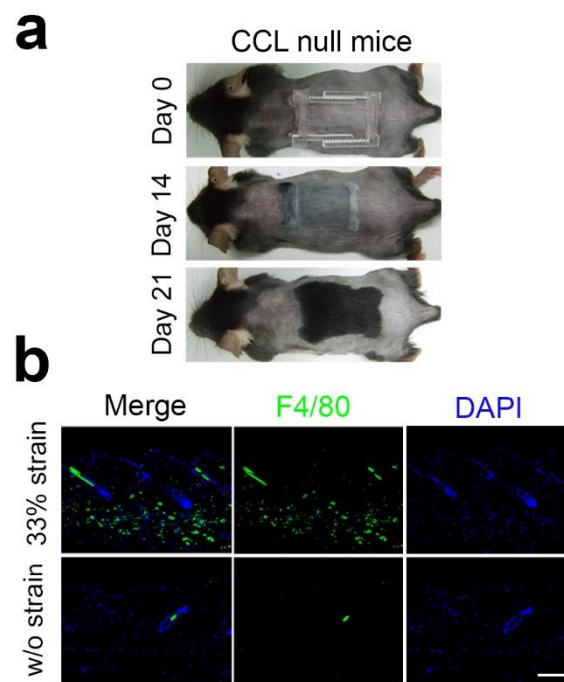

**Supplementary Figure 4. Stretch-induced hair regeneration in CCL2 null mice.**

**a** Stretch-induced hair regeneration failed to be abolished in CCL2-null mice;  $n = 3$ . **b** Immunofluorescence of back skin sections of CCL2 null mice revealed extensive F4/80<sup>+</sup> macrophage infiltration in response to stretch. Scale bar = 100 $\mu$ m.

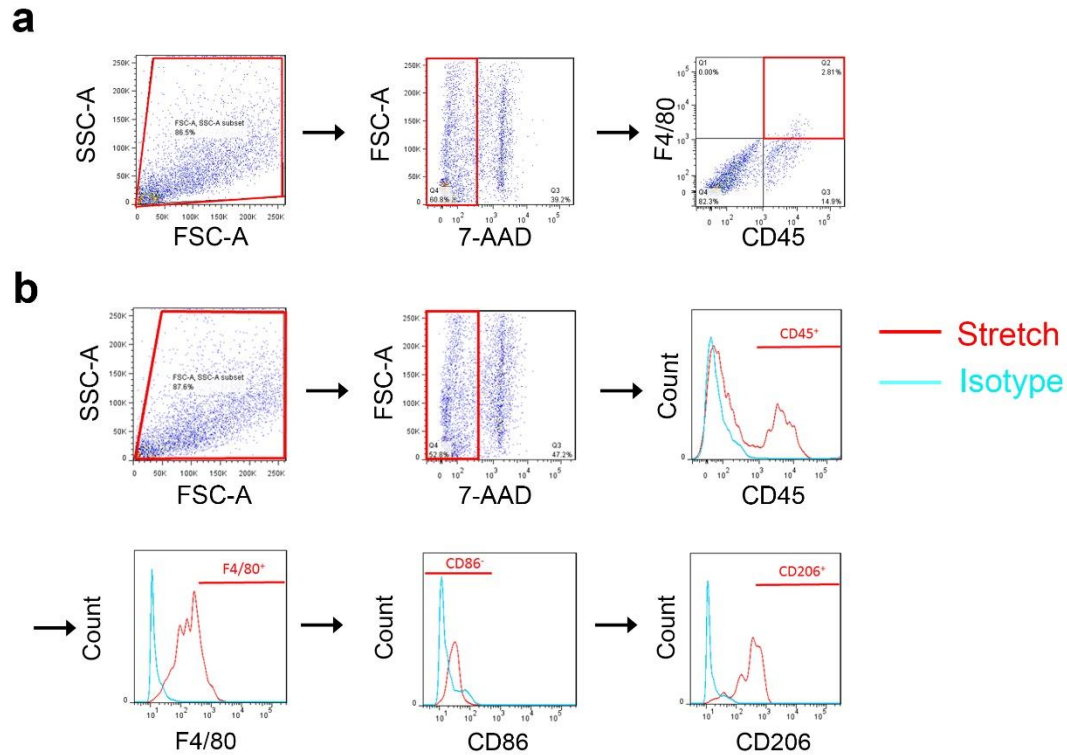

**Supplementary Figure 5. Gating strategies used for flow cytometry.**

**a** Gating Strategy for macrophages ( $CD45^+F4/80^+$ ) presented on Fig. 4b. The representative gating strategy of flow cytometry (day 9) was shown. To identify macrophages, the dead cells were first excluded by 7-AAD staining, followed by positive staining of CD45 and F4/80. **b** Gating Strategy for M2 macrophages ( $CD45^+F4/80^+CD86^-CD206^+$ ) presented on Fig. 5a. The representative gating strategy of flow cytometry (day 9) was shown. To identify M2 macrophages, the dead cells were first excluded by 7-AAD staining, followed by positive staining of CD45, F4/80 and CD206 as well as negative staining of CD86.

## Supplementary Tables

**Supplementary Table 1. Summary of top-ranked GO term enrichment of up-regulated genes in response to stretch.**

| Term                                                                                                                                 | Count | %        | P value  | Benjamini |
|--------------------------------------------------------------------------------------------------------------------------------------|-------|----------|----------|-----------|
| GO:0006955~immune response                                                                                                           | 62    | 15.12195 | 4.84E-31 | 7.44E-28  |
| GO:0006952~defense response                                                                                                          | 52    | 12.68293 | 2.65E-23 | 2.03E-20  |
| GO:0009611~response to wounding                                                                                                      | 42    | 10.2439  | 2.01E-19 | 1.03E-16  |
| GO:0006954~inflammatory response                                                                                                     | 34    | 8.292683 | 1.16E-18 | 4.44E-16  |
| GO:0042330~taxis                                                                                                                     | 25    | 6.097561 | 4.67E-18 | 1.43E-15  |
| GO:0006935~chemotaxis                                                                                                                | 25    | 6.097561 | 4.67E-18 | 1.43E-15  |
| GO:0002252~immune effector process                                                                                                   | 22    | 5.365854 | 2.28E-13 | 5.85E-11  |
| GO:0002684~positive regulation of immune system process                                                                              | 26    | 6.341463 | 1.90E-12 | 4.17E-10  |
| GO:0002443~leukocyte mediated immunity                                                                                               | 18    | 4.390244 | 4.72E-12 | 9.05E-10  |
| GO:0007626~locomotory behavior                                                                                                       | 27    | 6.585366 | 8.52E-12 | 1.45E-09  |
| GO:0002449~lymphocyte mediated immunity                                                                                              | 16    | 3.902439 | 5.34E-11 | 8.20E-09  |
| GO:0019724~B cell mediated immunity                                                                                                  | 15    | 3.658537 | 6.84E-11 | 9.55E-09  |
| GO:0045087~innate immune response                                                                                                    | 18    | 4.390244 | 1.02E-10 | 1.31E-08  |
| GO:0060326~cell chemotaxis                                                                                                           | 11    | 2.682927 | 1.03E-10 | 1.22E-08  |
| GO:0030595~leukocyte chemotaxis                                                                                                      | 11    | 2.682927 | 1.03E-10 | 1.22E-08  |
| GO:0002460~adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | 16    | 3.902439 | 2.39E-10 | 2.62E-08  |
| GO:0002250~adaptive immune response                                                                                                  | 16    | 3.902439 | 2.39E-10 | 2.62E-08  |
| GO:0016064~immunoglobulin mediated immune response                                                                                   | 14    | 3.414634 | 5.87E-10 | 6.02E-08  |
| GO:0050900~leukocyte migration                                                                                                       | 12    | 2.926829 | 1.09E-09 | 1.04E-07  |

**Supplementary Table 2. Summary of metabolic alteration in response to stretch revealed by GO term enrichment analysis.**

| Term                                                | Count | %    | P value  |
|-----------------------------------------------------|-------|------|----------|
| GO:0033559~unsaturated fatty acid metabolic process | 7     | 1.70 | 1.02E-04 |
| GO:0006631~fatty acid metabolic process             | 9     | 2.20 | 0.043863 |
| GO:0006006~glucose metabolic process                | 10    | 4.18 | 4.01E-06 |
| GO:0019318~hexose metabolic process                 | 10    | 4.18 | 1.85E-05 |
| mmu00010~glycolysis / gluconeogenesis               | 4     | 1.67 | 0.017801 |

**Supplementary Table 3. Primer pairs used for quantitative RT-PCR.**

| Target gene      | Primer  | Sequence                        |
|------------------|---------|---------------------------------|
| <i>Arginase1</i> | forward | 5'-gaatctgcatgggcaacc-3'        |
|                  | reverse | 5'-gaatcctggtacatctgggaac-3'    |
| <i>Bmp2</i>      | forward | 5'-ccgtcccttcatttctcac-3'       |
|                  | reverse | 5'-ttggagaatgtccgctcgtt-3'      |
| <i>Ccl2</i>      | forward | 5'-catccacgtgttggtca-3'         |
|                  | reverse | 5'-gatcatcttgctggtgaatgagt-3'   |
| <i>Ccl3</i>      | forward | 5'-acctggaactgaatgcctga-3'      |
|                  | reverse | 5'-ctcaagcccctgctctacac-3'      |
| <i>Ccl6</i>      | forward | 5'-ttatccttggtgctgccttg-3'      |
|                  | reverse | 5'-tggagggttatagcgacgat-3'      |
| <i>Ccl7</i>      | forward | 5'-ttctgtgcctgctgctcata-3'      |
|                  | reverse | 5'-ttgacatagcagcatgtggat-3'     |
| <i>Ccl12</i>     | forward | 5'-tcctcaggtattggctggac-3'      |
|                  | reverse | 5'-gggacactggctgcttgt-3'        |
| <i>Ccl22</i>     | forward | 5'-tcttgctgtggcaattcaga-3'      |
|                  | reverse | 5'-gagggtgacggatgtagtcc-3'      |
| <i>Fgf2</i>      | forward | 5'-cggctctactgcaagaacg-3'       |
|                  | reverse | 5'-tgcttgagttgtagttgacg-3'      |
| <i>Fgf10</i>     | forward | 5'-cgggaccaagaatgaagact-3'      |
|                  | reverse | 5'-gcaacaactccgattccac-3'       |
| <i>Hgf</i>       | forward | 5'-cacccttgggagtattgtg-3'       |
|                  | reverse | 5'-gggacatcagtctcattcacag-3'    |
| <i>Igf1</i>      | forward | 5'-tcggcctcatagtaccact-3'       |
|                  | reverse | 5'-acgacatgatgtgtatctttattgc-3' |

|               |         |                                 |
|---------------|---------|---------------------------------|
| <i>Il4</i>    | forward | 5'-catcggcattttgaacgag-3'       |
|               | reverse | 5'-cgagctcactctctgtggtg-3'      |
| <i>Kgf</i>    | forward | 5'-tggctgacaccatgactagc-3'      |
|               | reverse | 5'-ggctacaggctgtcgtttt-3'       |
| <i>Lef1</i>   | forward | 5'-ctttggtaacgagtccgaaa-3'      |
|               | reverse | 5'-ggcttgtctgaccacctca-3'       |
| <i>Vegf</i>   | forward | 5'-gcagcttgagttaaacgaacg-3'     |
|               | reverse | 5'-ggttcccgaaccctgag-3'         |
| <i>Wnt7b</i>  | forward | 5'-gcgtcctctacgtgaagctc-3'      |
|               | reverse | 5'-tcttggtgcagatgatgttg-3'      |
| <i>Wnt10a</i> | forward | 5'-tcctgttcttctactgctgct-3'     |
|               | reverse | 5'-aggatgtcgttgggtgct-3'        |
| <i>Ym1</i>    | forward | 5'-ggctctgaaagacaagaacactgag-3' |
|               | reverse | 5'-gagaccatggcactgaacg-3'       |

# Supplementary material for: Mechanical stretch induces hair regeneration through the alternative activation of macrophages
**Source:** Nat Commun. 2019 Apr 3;10:1524. doi: 10.1038/s41467-019-09402-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Methods, "Sample collection" subsection

Data analysis

Methods, "Bioinformatics analysis for RNA-seq data" subsection

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Methods, "Data availability" subsection

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Palaeontology

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

## Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

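RNA was sequenced from whole-layer back skin of mice, with 1 library of skin stretched at 33% strain for 5 days and 1 library of non-stretched skin. The methods describe single-end reads of 76 bases, filtered with the FASTX-Toolkit and aligned to mm10 with TopHat2. The authors deposited a count of reads per gene for 24421 gene symbols, not normalized. The counter, its annotation and its treatment of strand and shared reads are not named in the paper's text. Tested on the table, every value is a whole number, and several multicopy genes are listed at 0 in both libraries. Of the protein-coding genes with 95% or more of their exonic bases inside the exons of another gene, 51.3% were at the floor of 3 counts or fewer in both libraries, against 26.9% of genes with little overlap, so overlapping genes are also uncertain.

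The counts summed to 14152379 in control skin and 11648655 in stretched skin, and 3 counts correspond to 0.212 and 0.258 CPM. The 50 genes with the most counts held 17.6% of the control library and 21.4% of the stretched library. Gene symbols were matched to GENCODE M21 by name (23384 genes) or by a synonym (650 genes), and 387 had no length. Coordinates are those of the annotation on mm10, counted from 1.

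From the counts, FPKM was computed with the total count of each library and the union of each gene's exons. Genes were called as in the methods, with EV above 10 and a fold change of at least 2 or at most 0.5. The methods do not state a pseudocount, and 1 was added to each FPKM because the lowest points of Fig. 3b were read as showing it. Fold changes of single genes are ratios of CPM with exact 95% Clopper-Pearson intervals of the share of the counts in stretched skin. Medians of lists carry the interval from 2000 redraws of all counts with Poisson error. Percentiles come from 10000 random lists of the same size, drawn from 20 bins of mean expression. No test across replicates was possible with 1 library per condition, and no p-value is given.

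The genes named in the text are those the paper names, the chemokine genes, the members of the gene lists, and the 10 upregulated and 10 downregulated genes with the largest fold change among called genes with at least 100 counts over both libraries. This rule, the calls, most alternatives and most gene lists were set before the data were examined. The lists of hair pigment, bulge and telogen follicle, myogenic, atrophy and denervation, slow fibre and fast fibre genes were added after the data were first examined and the patterns they test were known, but before the values of their genes were seen. The lists of developmental muscle genes and of Hox groups were chosen after their values were seen.

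The alternatives were scaling by TMM (edgeR 4.0.16), median of ratios (DESeq2 1.42.0), upper quartile, or totals without the 50 genes with the most counts. For the calls they were also a pseudocount of 0 or 0.1, no EV filter, EV above 100, CPM in place of FPKM, and an interval wholly past 2-fold. For the lists they were 1 CPM added to both values and a minimum of 20 counts over both libraries. The length of the longest transcript, and lists without genes that share 10% or more of their 76-base stretches with another gene, were added after seeing the data. A correction for GC content and length subtracted the median fold change of genes in 20 bins of each.

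The calls were tested on simulated data, in which 200 genes were changed 4-fold. Of the 163 changed genes whose true values met the thresholds, 163 were called in the right direction, and 3 of 23834 unchanged genes were called. Intervals held the true value for 95.9% of 16148 genes, and 10.7% of 1000 random lists lay beyond the 5th or 95th percentile. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3, were used. The GO and KEGG enrichment was not repeated, and the RT-PCR, flow cytometry and staining experiments were not analysed here.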

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

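The tests of more muscle, of GC content and length for muscle and stress keratinocyte genes, of shared copies for stress keratinocyte genes, and all tests of Hox genes were chosen after the results were seen. The tests of regeneration and of atrophy and denervation were set after the muscle pattern was known, but before their own results were seen. These 3 sets of genes lie outside those the paper discusses and differ between the libraries.

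Genes of developing muscle were higher in stretched skin. The 10 genes, chosen after their values were seen, had a median log2 fold change of 4.74 and all rose, which their choice makes certain. Myh8 rose from 381 counts to 6948 (4.47) and Chrng from 4 to 231 (6.13). A larger amount of muscle in the stretched piece is argued against by the 20 skeletal muscle genes, whose median was -0.44. GC content and gene length leave the median at 4.76 relative to all genes after correction. Muscle fibre regeneration was tested on 10 other myogenic genes, which had a median of 1.53, above all 10000 random lists. Among them Myog rose from 174 counts to 447 (1.64) and Chrna1 from 119 to 461 (2.23), while the interval of Pax7 included 0. The 8 genes of atrophy and denervation had a median of 0.31 (percentile 98.4), but Trim63 (0.05) and Cdkn1a (0.06) did not differ and Fbxo32 fell by 0.56. Regeneration and denervation of the muscle layer both remain candidate explanations, and with 1 library per condition neither can be assigned to stretch.

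Hox genes of groups 9 and 10 were higher in stretched skin, with a median of 2.13 over 7 genes, all with intervals above 0. Hoxb9 rose from 18 counts to 124 (3.07), and Hoxc10 had 0 counts in control skin and 139 in stretched skin, at least 56.3-fold higher against the floor of 3 counts (log2 interval from 5.50). The 9 genes of groups 2 to 4 had a median of -0.62, with Hoxb3 at -1.29 but Hoxd4 at 0.73. A common change of all Hox genes, as a different share of the cells that express them would give, is argued against by the gap of 2.74 between the sets. After correction for GC content and length the gap was 2.83. The 11 genes of groups 5 to 8 lay between them at -0.078, and their sign changed to positive with TMM scaling (0.03). A different position of the skin pieces along the body may give such an order and cannot be told apart from stretch, because each condition has 1 piece and the labels give no position.

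Stress keratinocyte genes were higher in stretched skin, with a median of 1.81 over 8 genes and 6 of them upregulated. Sprr1b rose from 90 counts to 548 (2.89) and Krt16 from 849 to 3182 (2.19), whereas Krt17 fell from 19209 to 10271 (-0.62). S100a8 and S100a9 are also in the neutrophil list, and without them the median was 1.46. Krt6a, Krt6b and Krt16 share 37.1%, 39.2% and 28.7% of their stretches with other genes. The 5 genes that share under 10% had a median of 1.72, which is the value of S100a9. Without S100a8 and S100a9 only 3 of them were left, Sprr1b, Krt17 and Sprr2d, which went both ways with a median of -0.33. A rise of the epidermal genes therefore cannot be told apart from reads shared between near-identical copies, apart from Sprr1b, which shares none. GC content and length leave the median at 1.85 relative to all genes. The 9 measured keratinocyte genes went both ways, with 4 intervals above 0 and 4 below around a median of 0.01, which leaves the amount of epidermis open. A response of the epidermis to stretch and a difference between the mice were not separated by any replicate.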

How the results depend on the processing

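Most alternatives were set before the data were examined. Lists without genes that share 10% or more of their stretches, and the length of the longest transcript, were chosen after seeing the data.

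The scaling alternatives add one shift to every log2 fold change. It was 0.10 with TMM, 0.11 with median of ratios, 0.10 with upper quartile and 0.06 with totals without the 50 genes with the most counts. The numbers of upregulated and downregulated genes stayed within 1.5 times 285 and 266 in 9 of the 11 alternatives, and the upregulated share of all calls ranged from 50.7% to 61.1%. With median of ratios 336 genes were upregulated and 214 downregulated, which included all 285 upregulated genes and 214 of the 266 downregulated genes. Without a pseudocount 285 genes were again upregulated and 277 downregulated, but only 246 and 221 of the genes were the same. The exceptions were EV above 100, with 137 upregulated and 130 downregulated genes and 31.7% of the Fig. 3b names upregulated, and CPM in place of FPKM, with 454, 442 and 85.7%. A stricter EV threshold tests fewer genes, and CPM lifts genes with long transcripts past the EV filter.

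The medians of 4 metabolic and muscle lists moved by more than their counting intervals with scaling, in the direction of the shift, and kept their signs. Glycolysis was -0.11 with TMM, -0.11 with median of ratios, -0.11 with upper quartile and -0.15 with totals without the top 50 genes. Fatty acid beta-oxidation was -0.17, -0.16, -0.17 and -0.21 in the same order, and skeletal muscle was -0.34, -0.33, -0.34 and -0.38. Eicosanoid and polyunsaturated fatty acid genes rose to 0.24, 0.25 and 0.24 with TMM, median of ratios and upper quartile. The chemokine median was 0.68 with 1 CPM added to both values, which lowers the ratios of genes with few counts. Without genes that share 10% or more of their stretches, glycolysis was -0.38 and skeletal muscle -0.50, and the cause was not tested.

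Of 221 values of 37 other lists, 59 moved, in 22 lists, and 11 changed sign. The sign changes were in Hox groups 5 to 8, the growth factors of the RT-PCR experiments, the glycolysis genes other than muscle isoforms and the immediate early genes, whose medians lie near 0. Of 117 single genes recomputed under the scaling alternatives, 2 changed sign, Eif2s3y and Alas2, whose values lie near 0, and the other alternatives were not run on single genes. No paired analysis was possible because there is 1 library per condition, and no library could be left out. The depth limits single genes most at few counts, as for Ccl3, Ccl4, Ccl12 and Ccl17.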

Differences from the paper's values

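The numbers of upregulated genes (285 against the paper's 416), downregulated genes (266 against the paper's 264) and genes in all (24421 against the paper's 22579) were within 1.5 times of the paper's values. The setting that reached the paper's number of upregulated genes was CPM in place of FPKM, with 454, but it gave 442 downregulated genes.

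The paper presents the names in Fig. 3b as upregulated genes, and 19 of the 63 were not called here, so 44 were called against the paper's 62. Without the EV filter 47 names were called, with CPM 54, with TMM, median of ratios or upper quartile 48, and with totals without the top 50 genes 49. Fewer names were called without a pseudocount (41), with a pseudocount of 0.1 (43), with an EV threshold of 100 (20) and with an interval wholly past 2-fold (37). The length of the longest transcript, chosen after seeing the values, also gave 49. Cxcl10 and Lilrb4a were among the names called without the EV filter and with CPM. CPM also called Irf8, Sp110, Ptx3, Lilr4b, AF251705, Irgm1 and Inpp5d. H2-Ab1, C2, Tnfaip8l2 and Inpp5d were called with TMM, median of ratios and upper quartile, and Irgm1, Tnfaip8l2 and Inpp5d also without a pseudocount or with a pseudocount of 0.1, settings that lost other names. Totals without the top 50 genes called H2-Ab1, Tnfaip8l2, Inpp5d, Ptx3 and Lilrb4a, and the longest transcript called Inpp5d, Irf8, Sp110, Ptx3 and Lilrb4a. No setting called Ccl27a, Samhd1, Psmb8, Gm1987, Il1rl1 or H2-M9.

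The paper states that fatty acid oxidation pathways increased. Here the median log2 fold change of the 24 beta-oxidation genes was -0.27, and it was negative under every scaling that was run. The eicosanoid and polyunsaturated fatty acid genes, which belong to the paper's unsaturated fatty acid term in part, had a median of 0.14. The lists are not the members of the paper's terms.

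Ccl12 is among the chemokines that the paper took from RNA-seq as most altered. Here its log2 fold change was 0.64 with an interval from -0.11 to 1.41, and it was not called under the filter and fold threshold.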

Other observations

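The tests of less striated muscle, beta-oxidation, macrophages, leukocytes, counting noise and sex were set before the data were examined. The tests on follicle, pigment and fibre type genes, of GC content and length, of X chromosome copies and of variation between mice were set after the patterns were known, but before their own results were seen. The test of less muscle as the only change, and the gap between the fast and slow fibre lists, were chosen after the results were seen.

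Hair shaft and inner root sheath genes were lower in stretched skin. All 16 fell, with a median log2 fold change of -2.79, and 15 were downregulated. They held 1.51% of the counts of control skin and 0.245% of those of stretched skin. Tchh fell from 61054 counts to 6885 and Krt71 from 60382 to 8796, and all 51 Krtap genes above 3 counts were lower. The 16 proliferation genes also fell, with a median of -0.94. Fewer follicles of any phase as the only change are argued against by 7 bulge and telogen follicle genes. Their median was 0.079, the value of Cd34, and their values ran from -0.89 (Lgr6) to 0.68 (Nfatc1), none near the hair genes. Fewer follicles as part of the change are not excluded, since 3 intervals lay above 0 and 3 below, with Lhx2 at -0.67 and Sox9 at -0.61. After correction for GC content and length the hair list was at -2.78 relative to all genes. A difference in follicles in the growth phase between the skin pieces was tested on 8 pigment genes, which had a median of -1.53, below all 10000 random lists. The values are consistent with more growing follicles in the control piece. The methods describe mice in telogen, and whether the difference comes from stretch or from the mice stays open.

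The lower glycolysis genes were tested against the amount and kind of muscle. Less striated muscle was set in advance to lower the muscle isoforms and not the other isoforms. The muscle isoforms had a median of -0.98 and the other isoforms -0.08, but the other isoforms went both ways, with 7 of 16 intervals below 0. That list may carry muscle signal too, since Gapdh, Tpi1 and Pgk1 in it have no counterpart among the muscle isoforms. Its falling genes therefore do not count against less muscle. Less muscle as part of the change therefore stays open, neither supported nor excluded by this test. Less muscle alone, with expression within the fibres unchanged, is argued against by 3 of the 20 skeletal muscle genes whose intervals lie above 0, Myh2 (1.46), Myh1 (1.10) and Mb (1.09), while Myh4 fell from 91029 counts to 3156. Myh1 and Myh2 share 16.3% and 16.0% of their stretches with other genes, and Mb shares none. Loss of fast glycolytic fibre expression was tested on 7 other fast fibre genes, whose median was -1.49. The 10 slow and oxidative fibre genes had a median of 0.31 but went both ways, from Myl2 (-2.78, a bound on 25 and 1 counts) to Tnnt1 (2.40). The gap between the fast and slow lists was -1.80. A shift among fibre types may add to the fall of glycolysis genes, and it was not separated from a smaller amount of muscle.

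Higher expression of the beta-oxidation enzymes, as a reading of the higher fatty acid terms in the paper, is argued against by their median of -0.27. The 11 adipocyte genes were all lower, with a median of -0.74.

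For the higher immune genes, more macrophages in the stretched piece were tested on 5 identity genes set in advance, with a median of 1.15 (percentile 99.99), although not every gene among them rose, as for Mertk. More leukocytes of every type alike are argued against by the T cell median of 0.25, whose interval lies below that of the macrophage genes. GC content and length leave the Fig. 3b genes at 1.5 relative to all genes. More macrophages are a candidate explanation that the values allow, and changed expression per cell was not tested. The 9 M2 marker genes had a median of 0.80, with Chil3, which encodes Ym1, at 3.07 (13.7% of its stretches are shared) and Arg1 at -0.73. The paper measured Arg1 and Ym1 by RT-PCR in sorted macrophages on other days and found both increased with stretch. Values in whole skin are not the same measurement, so the lower Arg1 here cannot be set against that result. The 9 measured M1 marker genes had a median of 1.19. With 1 CPM added to both values the medians were 0.79 for M2 and 0.81 for M1, and the difference between the lists was not tested. Il4 had 0 counts in control skin and 1 in stretched skin and Il13 had 0 in both, which allows up to 0.212 and 0.258 CPM, so neither could be measured. Of the IL-4 axis, 2 genes could be measured, with a median of 0.56. Il4ra was at 0.91 (interval 0.79 to 1.03) and Stat6 at 0.21.

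The number of calls was compared with simulated pairs of libraries that differ in nothing but chance. Counting noise alone gave a mean of 1.80 calls and at most 6 in 100 pairs, against 285 upregulated and 266 downregulated genes. With an assumed variation between mice of 20% the mean was 97.9 calls, and with 40% it was 1889. The variation between these mice is not known, so differences between individual mice cannot be told apart from stretch for the calls as a whole.

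Genes of the Y chromosome were counted in both libraries, although the methods describe female mice. Ddx3y had 1004 counts in control skin and 761 in stretched skin, Eif2s3y 803 and 660, Kdm5d 420 and 260, and Uty 315 and 227. Xist had 2 counts in each. Reads of the X chromosome copies are argued against, since at most 1.56% of the 76-base stretches of a Y gene lie within 2 mismatches of its X copy while the Y counts were 18.2% or more of those of the X copy. Libraries of different sex are argued against by the median of -0.16 over the 4 genes, all on in both libraries. The values are consistent with male mice in both libraries, and the reason for the difference from the methods was not tested.

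Other lists had these medians, with no test. Fibroblast and matrix genes were at 0.73, and Col1a1, Col1a2 and Col3a1 together held 3.89% of the counts of control skin and 7.49% of those of stretched skin. Endothelial genes were at 0.50, Langerhans cell genes at 0.15, and circadian clock output genes at -0.16. The 9 genes of the mechanotransduction list went both ways around a median of 0.05, with 4 intervals above 0 and 3 below. Piezo1, Piezo2, Yap1 and Wwtr1 among them are not targets, and the median is the value of Wwtr1, so it does not describe the targets. Of the target genes, Ctgf (0.97) and Cyr61 (0.67) rose and Amotl2 (-0.36) and Lats2 (-0.18) fell. Ankrd1 was upregulated, from 423 counts to 1964 (interval 2.34 to 2.65). Immediate early genes were at -0.06, which turned positive (0.04) with TMM scaling. Of the erythroid genes only Alas2 was measured (-0.03, which turned positive, 0.07, with TMM scaling), since the globin genes are listed at 0, and Xist and Tsix of X inactivation had 2 counts in each library.

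The genes of the RT-PCR experiments, which the paper measured on other days in 6 mice each, had these values in whole skin at day 5. The paper measured the growth factors in sorted macrophages, so their values in whole skin are not the same measurement. The 6 chemokines had a median of 1.62. The WNT and BMP genes had a median of -0.14, with Wnt7b at 0.55, Wnt10a at 0.15, Bmp2 at -0.43 and Lef1 at -1.80 (783 and 185 counts). The interval of Wnt10a included 0. The falls of Bmp2 and Lef1 run against the paper's RT-PCR, where their means on days 1 and 7 were above control. Bmp2 was 5.06-fold and 6.31-fold of control there, and Lef1 1.22-fold and 1.96-fold. With other days and 1 library per condition here, the cause of this difference was not tested. The growth factors had a median of -0.20, which was 0.14 over genes with at least 20 counts, with Igf1 at 0.22, Fgf10 at -0.54 and Vegfa at -0.63. No difference was detectable at this depth for Hgf, with 16 and 21 counts (0.67, interval -0.33 to 1.71), or Fgf7 (0.14, interval -0.16 to 0.44). Fgf2 had 12 and 3 counts, also too few for a direction.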
